A study of Homo sapiens with 59 samples. Its data were reported in "Embryonic stem cell factors DPPA2/4 amplify active H3K4me3–H2AK119ub chromatin domains in non-small cell lung cancer" (2026).

How the data were processed

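ChIP-Rx-seq profiles, made with mouse chromatin added as an external reference before immunoprecipitation, were examined in NCI-H661 cells, an established human lung large cell carcinoma line. In the knockdown experiment, cells carried inducible short hairpins against DPPA2, DPPA4 or both (the lines shDPPA2, shDPPA4 and shDPPA2+4). They received 2 µg/ml doxycycline (DOX) or water (H2O) for 7 days. H3K4me3 (replicates 1 and 2), H3K27me3 and H2AK119ub (replicates 1 and 3) were profiled. In the inhibitor experiment, parental cells received 10 µM A-485, an inhibitor of the acetyltransferases p300 and CBP, or DMSO for 1 day. H3K27ac (replicates 2 and 4), H2AK119ub (replicates 3 and 4), H3K27me3 (replicates 2, 3 and 4) and, in DMSO, SUZ12 (replicate 3) were profiled. Of the 59 samples, 51 had a peak list, and the 8 inputs entered only through the input column of those lists. The reads of the mouse spike-in were not used here. The study describes its ChIP-seq replicates as biological. The labels give replicate numbers only, and p-values measure the spread between these samples.

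According to the submitters' processing notes, reads were trimmed with Trim Galore 0.6.6, aligned with BWA 0.7.13 and handled with SAMtools 1.9, Picard 2.6.0 and deepTools 3.5.0 on hg38. Domains were called by the authors with EPIC2 in each library separately against an input, which by its counts was that of the other treatment for both H3K27ac libraries labelled replicate 4. The ChIP and input columns deposited by the authors hold whole counts of reads in each domain, with no normalization. The fold column deposited by the authors is the log2 fold change of ChIP over input, each relative to its library total. The significance columns deposited by the authors hold the Poisson p-value of the domain and its FDR, all under 0.05. The score column deposited by the authors, a capped multiple of the log2 fold, was not used. A peak's fold, p-value and FDR are the authors' own values and served only to filter peaks within a list. The SUZ12 list has the columns of EPIC2, although the study names MACS2 for this target.

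All 51 lists, 4391449 peaks in all, lay on a grid of 100 bp and inside the 24 chromosomes of the reference. No lists were identical. Input counts were 0 in 7.96% of peaks. Input counts at shared peak borders sorted the lists into 8 input sets, as many as there are inputs. Peaks with a log2 fold above 1 and an FDR under 0.05, the thresholds of the study, were kept (75.6 to 99.0% of each list). The study also excluded blacklisted regions, a step not applied here. The relative total of each ChIP library was recovered from the fold column and the counts. Each library was compared with all others of its experiment by the Jaccard index of covered bases, and a library whose median index was higher with another target than with its own was left out of comparisons. This held for 1 library, labelled H2AK119ub DMSO replicate 3 (0.120 with its own target, 0.124 with H3K27me3). The margin is small, and the single library nearest to it was of its own target (H2AK119ub A-485 replicate 3, 0.291), so the comparison is also given with it.

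Promoters of 20007 protein-coding genes (GENCODE 44) were the windows of 1500 bp on each side of the TSS. A promoter counted as marked when at least 300 bp lay under filtered peaks. Within each line, promoters were classed from its own H2O libraries as H3K4me3-only (H3K4me3 in both, H3K27me3 in none), bivalent (both marks in both), H3K27me3-only or neither, and the rest were called mixed. A promoter was lost when every control library and no treated library marked it, and gained in the reverse case. Values per library were compared with exact two-sided sign-flip permutation tests over 6 pairs of line and replicate number, whose smallest possible p is 0.0312. Promoter counts were compared with two-sided Fisher's exact tests, in which promoters, not replicates, are the units. P-values were adjusted after Benjamini and Hochberg within each family of classes or lists.

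For regions, filtered peaks of all libraries of a target were merged, and a library's value was the sum of the ChIP counts of its own peaks in the region. Only regions with a peak in every library and at least 10 reads on average were tested. Counts were fitted with edgeR 4.0.16 (quasi-likelihood, TMM scaling), with the replicate number as a block, and called at an adjusted p under 0.05 and an absolute log2 fold change of at least 0.5. This scaling centres the changes of the tested regions, so a change common to all of them is not seen. Contrasts were DOX minus H2O within each line (12 libraries, 1 fit), their differences between lines, the mean over 3 lines, and A-485 minus DMSO. The block follows the study, which made its replicates in complete batches. Deviations of libraries with 1 replicate number from their group means correlated between groups at 0.238 to 0.705 for H2AK119ub, 0.326 to 0.504 for H3K4me3 and -0.0842 to 0.679 for H3K27me3. The H2AK119ub comparison with A-485 had 3 libraries and no block. DESeq2 1.42.0 was an alternative. Gene sets were tested with camera (limma 3.58.1) at a preset correlation of 0.01 and with an estimated one. Other steps used R 4.3.3 and Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. On simulated data, 54% of falls and 74% of rises of 2 on the log2 scale were recovered for H2AK119ub in shDPPA4, and 4% of changes of 1. Over 3 lines 100% and 96% were recovered at 2, and 56% and 54% at 1. For H3K27ac with A-485, 44% and 66% were recovered at 2, and 10% of falls and 2% of rises at 1. These shares cover only regions that stay in the test. A region without a peak in 1 library is dropped, so they do not give the recovery of falls that remove a peak.

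The 17 gene lists, fixed before the data were examined, hold HOX genes, other developmental transcription factors, Wnt signalling, axon guidance, ribosomal proteins, DNA replication and cell cycle, proteasome and ubiquitin-dependent catabolism, germline and early embryo genes, Polycomb subunits, immediate early and p300/CBP-linked genes, lung epithelial lineage, neuroendocrine genes, mesenchymal and fibroblast genes, blood cell genes, silent tissue genes such as globins, the 11 genes the study shows, and olfactory receptors. The last list served as an upper limit for the background of the calls. Genes were named by a rule of the same date. It takes the 10 regions with the largest fall and rise past the threshold at a promoter with 1 sign in every replicate pair, the 10 lost and gained promoters with the most covered bases (5 in place of 10 outside the H2AK119ub knockdown and H3K27ac comparisons), list members lost, gained or past the threshold, up to 4 per list, and the genes the study shows. The text gives the few that matter with their values and counts the rest.

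Alternatives were all peaks as deposited, a stricter filter (log2 fold above 2 and FDR under 0.001), 100 or 1500 bp of coverage, scaling by relative ChIP totals, the called length as an offset, no block, each line alone, DESeq2, and each replicate left out. Single libraries left out, the called length with scaling on densities, and the H3K27ac replicate 4 lists exchanged between treatments were added after the data had been seen. Splits of the libraries without a treatment contrast gave the counts that arise without one. In the knockdown experiment the libraries of 1 line and treatment shared 1 input, so such splits do not test differences between inputs. A line with a non-targeting hairpin was not analysed here, so effects of doxycycline and of the knockdown share 1 contrast. Expression was not analysed here. Wilson 95% intervals over promoters cover counting error only.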

Results

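Histone modifications were profiled in NCI-H661 cells after knockdown of DPPA2 and DPPA4, a pair of DNA-binding proteins of the early embryo and germline that this cancer line expresses, and after inhibition of p300/CBP. The knockdown experiment holds 36 libraries with peaks, 2 for each of H3K4me3, H3K27me3 and H2AK119ub in each of 3 lines with and without doxycycline. The inhibitor experiment holds 15. Peaks past the filter numbered 29591 to 32024 per library for H3K4me3, 40041 to 93106 for H2AK119ub and 78999 to 179298 for H3K27me3 in the knockdown lines, with 8394879 to 19379794, 1330926 to 4136521 and 1085365 to 10545826 ChIP reads inside them. With A-485 or DMSO they numbered 25946 to 112108 for H3K27ac (603895 to 5647079 reads), 19344 to 71034 for H2AK119ub (390762 to 2133807 reads), 29493 to 163173 for H3K27me3 (498618 to 12005354 reads) and 23368 for SUZ12 (510507 reads). H3K4me3 libraries resembled each other closely (median Jaccard index 0.757 to 0.790), whereas those of H2AK119ub (0.197 to 0.331) and H3K27me3 (0.149 to 0.409) in the same lines did so far less.

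The first question was where H2AK119ub, the histone mark placed by Polycomb repressive complex 1, depends on DPPA2/4, and whether this concerns promoters with H3K4me3 but without H3K27me3. H3K4me3-only promoters were by far the most numerous class, with 11685 to 11752 of 20007 promoters per line, against 1474 to 1722 bivalent ones. H2AK119ub marked 63.5% ± 7.26 (SD, n = 6 libraries) of H3K4me3-only promoters with water and 48.3% ± 19.2 with doxycycline, and it was lower with doxycycline in 5 of 6 pairs. Bivalent promoters stayed almost completely covered, at 94.6% ± 2.52 and 91.2% ± 4.19. H3K27me3-only promoters were marked in 30.4% ± 8.50 and 41.7% ± 20.3, and promoters with neither mark in 11.3% ± 3.61 and 14.0% ± 3.79. The mean difference of -15.2 points at H3K4me3-only promoters did not pass the test (exact sign-flip permutation test, two-sided, p = 0.0625, adjusted p = 0.25 over 4 classes), nor did the others (p = 0.188, 0.25 and 0.344). The share of H2AK119ub peak reads at H3K4me3-only promoters behaved alike, at 29.1% ± 4.48 and 19.4% ± 12.3 (lower in 5 of 6 pairs, exact p = 0.0625, adjusted p = 0.125). The read share at bivalent promoters was lower too, at 11.5% ± 1.17 and 9.20% ± 1.49 (5 of 6 pairs, exact p = 0.0625, adjusted p = 0.125). The difference lay mostly in replicate 3, with a mean difference of -25.4 points against -4.99 in replicate 1. In shDPPA2 the difference was 0.417 points in replicate 1 and -37.8 in replicate 3. The 3 doxycycline libraries of replicate 3 stood apart, with the lowest median Jaccard index to other H2AK119ub libraries (0.197, 0.238 and 0.255) and H3K27me3 in place of H3K4me3 as the nearest other target. Their H3K27me3-only shares were higher than with water by 23.4, 28.8 and 23.5 points. In replicate 1 this share also rose in shDPPA2, by 25.2 points, and fell in shDPPA4 and shDPPA2+4.

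**Figure D1:**
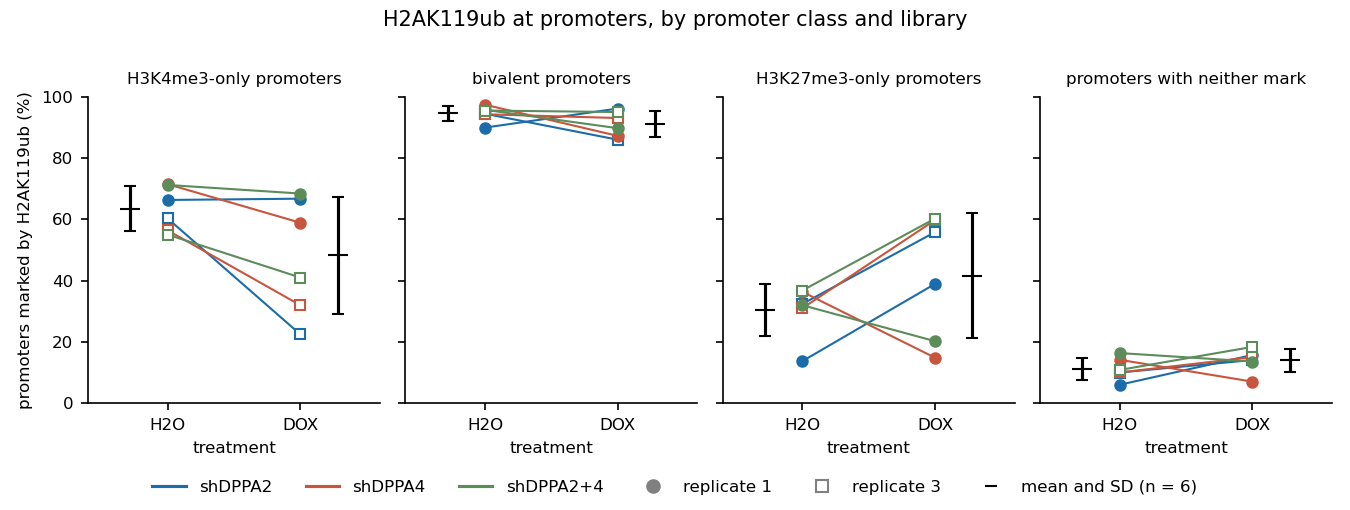
Percent of promoters marked by H2AK119ub in each library, with water (H2O) or doxycycline (DOX), in 4 promoter classes defined within each line. Lines join libraries of 1 line and replicate number, and black bars give mean and SD (n = 6). The share at H3K4me3-only promoters is lower with doxycycline in 5 of 6 pairs, with the larger differences in replicate 3.

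In all, 10342 ± 973 promoters carried H2AK119ub with water and 8715 ± 2132 with doxycycline (lower in 5 of 6 pairs, exact p = 0.0938). For H3K4me3 the numbers were 14029 ± 57.0 and 14102 ± 78.3, a small increase of 73.3 seen in 6 of 6 pairs (exact p = 0.0312). In every pair the doxycycline library also held more H3K4me3 reads in filtered peaks, such as 19379794 against 10986087 in shDPPA2 replicate 2. The smallest increase, 9, was in shDPPA2+4 replicate 1, with 9252289 against 8814290 reads. Its relative ChIP total was lower with doxycycline (0.722 against 0.750). Greater depth was not tested as a cause of the H3K4me3 increase. H3K27me3 marked 2963 ± 522 and 3173 ± 233 promoters (exact p = 0.312). Of olfactory receptor promoters, which are silent in most tissues, H2AK119ub marked 2.00% ± 0.689 with water and 3.88% ± 2.57 with doxycycline. This is an upper limit for the background of the calls, since H3K27me3 marked 17.1% of them with water and some calls can be real.

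Promoters that lost H2AK119ub outnumbered those that gained it in every line, by 541 to 276 in shDPPA2, 968 to 70 in shDPPA4 and 443 to 154 in shDPPA2+4. Without replicate 3 this turned in shDPPA2, with 1360 lost and 2261 gained. Of those lost, 93.3%, 87.1% and 84.7% were H3K4me3-only, and 1.48%, 2.79% and 3.61% were bivalent. In shDPPA2 and in shDPPA4 the whole window of BMAL2 (chromosome 12, TSS 27332836), a circadian transcription factor, and of DPY19L3 (chromosome 19, TSS 32405770) went from 3001 to 0 bp under peaks (n = 2 and 2). INPP1 (chromosome 2, TSS 190343589), an inositol phosphatase, lost H2AK119ub in all 3 lines, from 2682 bp on average, as did ENAH, FIGN, KLHL24, NEMP1, EDRF1 and IL6ST. Further promoters stripped of the mark were those of NIBAN1 (2997 bp), BAZ2A (2763.5 bp) and NNT (2690.5 bp) in shDPPA2, PAX9, OXCT1 and CYBRD1 (each 3001 bp) in shDPPA4, and ZDBF2 (2851 bp), CUL1 (2799.5 bp), the tight-junction gene OCLN (2750.5 bp) and STAT4 (2747.5 bp) in shDPPA2+4. Gains in shDPPA2 included CLDN15 (2800.0 bp), the inflammasome sensor NLRP3 (2686.5 bp), NKX6-3 (2601 bp) and the inhibitory T-cell checkpoint gene CTLA4 (from 135.5 to 2386 bp). NUDT19 (1771 bp) led the gains in shDPPA4, and the myeloid transcription factor CEBPE (from 27.5 to 2673.5 bp) those in shDPPA2+4.

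H3K4me3-only promoters were enriched among lost over kept ones, with odds ratios of 10.7, 3.98 and 2.97 in shDPPA2, shDPPA4 and shDPPA2+4 (Fisher's exact test, p = 3.26e-74, 2.00e-55 and 3.21e-19), and bivalent promoters were depleted (0.0334, 0.0941 and 0.131). Splits of the same 4 libraries without a treatment contrast gave up to 807, 891 and 1175 promoters on 1 side and odds ratios of up to 10.2, 8.64 and 6.82, so only the loss in shDPPA4, and the odds ratio in shDPPA2, exceeded every such split. These highest counts set replicate 1 against replicate 3, the batch contrast. All lists of 1 line and treatment shared 1 input, and each side of these splits mixes the inputs of water and doxycycline. A difference between these inputs goes with the treatment, so exceeding the splits does not set it apart from an effect of doxycycline. The split that crosses the replicates gave up to 571, 258 and 191, which the losses in shDPPA4 and shDPPA2+4 exceeded, and odds ratios of up to 3.23, 8.51 and 4.55. Without replicate 3 the odds ratio turned to 0.861 in shDPPA4 and 0.808 in shDPPA2+4. Lost promoters were shared between lines 4.19 to 5.68 times as often as chance gives, but promoters set apart in splits without a treatment contrast were shared 5.03 to 53.9 times as often, the latter from 1 promoter. Promoters marked in replicate 1 alone, the most numerous, were shared up to 6.53 times as often, so the sharing is not specific to doxycycline.

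**Figure D2:**
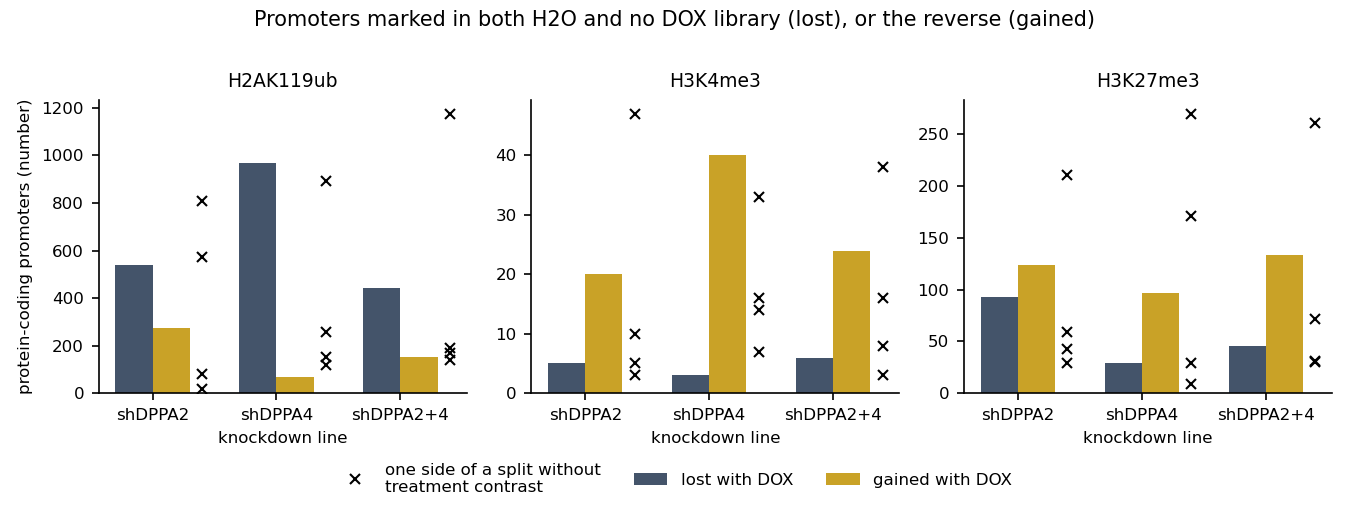
Number of protein-coding promoters (y axis) lost or gained with doxycycline per knockdown line and mark (n = 2 libraries per treatment). Crosses are the counts on each side of the 2 other splits of the same 4 libraries. For H2AK119ub only the 968 promoters lost in shDPPA4 lie above every cross.

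Among the fixed lists, genes of the proteasome lost H2AK119ub more often than other promoters in shDPPA2 and shDPPA4, those of DNA replication in shDPPA4, and developmental transcription factors lost it less often in shDPPA2 and shDPPA4. In shDPPA4, 9 of 29 replication promoters were lost, among them MCM7, RPA1, RPA2 and CDK6 (31.0%, Fisher's exact test, adjusted p = 0.0259), and 6 of 17 of the proteasome list, among them PSMD3, ITCH and UBE2A (35.3%, adjusted p = 0.0428). In shDPPA2 these were 6 of 30, with MCM7, POLD3, PRIM1 and ORC1 (20.0% against 6.29%, adjusted p = 0.0574), and 5 of 18, with the F-box gene SKP2 (27.8%, adjusted p = 0.0366). Of the developmental transcription factors, 4 of 138 were lost in shDPPA4 (PAX9, NKX2-8, TBX4 and SOX5; 2.90% against 11.2%, adjusted p = 0.0143) and 1 of 131 in shDPPA2 (PAX3; 0.763% against 6.42%, adjusted p = 0.0366). No list passed in shDPPA2+4 (smallest adjusted p = 0.262). The study, in contrast, linked its H2AK119ub-depleted regions largely to promoters of morphogenesis, Wnt signalling and development. It compared read counts, whereas a promoter is lost here only when no doxycycline library marks it. Developmental transcription factor promoters were marked at 89.7% with water and 84.5% with doxycycline on average. A lower signal under a kept peak is not counted, and the cause of the difference was not tested.

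Over all 6 pairs the marked share of the replication list was 61.4% ± 8.72 with water and 40.3% ± 20.6 with doxycycline, that of the proteasome list 39.2% ± 7.81 and 23.8% ± 17.6, and that of ribosomal proteins 40.6% ± 13.2 and 31.1% ± 19.7. The doxycycline libraries ranged from 13.3 to 66.7% for the replication list, and those of replicate 3 stood apart in their overlap with other H2AK119ub libraries. Each list was lower in 6 of 6 pairs (exact p = 0.0312, adjusted p = 0.177 over 17 lists). No other list passed the test either. Mean differences were -14.5 points for Polycomb subunits, -12.9 for immediate early and p300/CBP-linked genes, -9.46 for the lung epithelial lineage, -7.94 for Wnt signalling, -5.56 for HOX genes, -5.20 for developmental transcription factors, -4.76 for neuroendocrine genes, -4.23 for axon guidance, -1.44 for germline and early embryo genes, -1.33 for mesenchymal and fibroblast genes, 0 for blood cell genes, 1.88 for olfactory receptors and 10.6 for silent tissue genes. The list of genes shown in the study was chosen on these samples and is not independent evidence. It differed by -13.6 points (exact p = 0.188).

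Read counts in regions shared by all libraries showed no H2AK119ub change past the threshold. Only 6161 of 170847 merged regions had a peak in every library, so regions that lost their peak were not tested. Of the 6161, edgeR called 0 in each line and 0 over 3 lines, with 1152 (shDPPA2), 377 (shDPPA4), 183 (shDPPA2+4) and 1382 (over 3 lines) at an unadjusted p under 0.05. DESeq2 called 295, 23, 5 and 418. Without replicate 1 edgeR called 2205 over 3 lines, and 113 without shDPPA2+4 H2O replicate 1 alone. The homeobox gene DLX2 (chromosome 2, 172094001 to 172103900) had a log2 fold change of -0.92 (SE 0.25, adjusted p = 0.120, lower in 6 of 6 pairs), and FOXO3 (chromosome 6, 108554801 to 108565300) of -1.02 (SE 0.37, adjusted p = 0.168). CYP26A1, which degrades retinoic acid, had -0.45 and TFAP2C -0.22. Adjusted over the list alone, 2 of these 4 study genes, 3 of 12 Polycomb, 5 of 26 immediate early, 2 of 17 HOX and 1 of 52 Wnt regions fell, and 1 Wnt and 1 of 13 lung lineage regions rose. Camera called HOX genes, ribosomal proteins, Polycomb subunits and immediate early genes lower over 3 lines (adjusted p = 4.91e-04, 0.0278, 1.35e-04 and 2.39e-05), and none of these calls held with an estimated correlation (adjusted p = 0.460 with an estimated correlation). No difference between lines passed the test. The promoter of CDK6, a G1 kinase, was covered over 2328 bp with water and 0 bp with doxycycline in shDPPA4, 2128 and 1628 bp in shDPPA2, and 2364.5 and 1800.5 bp in shDPPA2+4. ITGB8 was lost in shDPPA4 as well (2300.5 to 0 bp), while DLX1 and PAX6 were lost in no line and FOXP2, at the TSS used here (chromosome 7, 114414815), was not marked with water. Other promoters of FOXP2 were not examined. The promoters of DPPA2 and DPPA4 had no H2AK119ub in most libraries (means of at most 250.0 and 577.5 bp).

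H3K4me3, the mark of active and poised promoters, was largely stable. Of 13904 to 13957 promoters marked with water, 5, 3 and 6 lost it in shDPPA2, shDPPA4 and shDPPA2+4, and 20, 40 and 24 gained it, counts that splits without a treatment contrast also reached except for the 40 (up to 47, 33 and 38 on 1 side between replicates, and up to 10, 14 and 16 in the split that crosses them, which the gains exceeded). Losses included the receptor gene TLR6 in shDPPA2 and shDPPA2+4 (700.0 and 950.0 bp), OLIG3 in shDPPA2 (694 bp) and HOPX in shDPPA4 (1200.0 bp). Gains included the cancer-testis gene MAGEA4 in shDPPA2 (1250.0 bp), SLC1A2 in shDPPA4 (1150.0 bp) and SOX14 in shDPPA2+4 (1700.0 bp). Whether the larger number of peak reads with doxycycline adds to these gains was not tested. The promoters of DPPA2 and DPPA4 themselves were covered in full in every library.

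Over 3 lines 124 of 22060 H3K4me3 regions passed the threshold, 58 higher and 66 lower with doxycycline, and most lay away from promoters. Without replicate 2 there were 0, without replicate 1 279, with single libraries left out 66 to 269 where the count moved, and by DESeq2 59. Those that rose had a median width of 1400 bp, and 20.7% held a promoter against 55.8% of other regions (Fisher's exact test, p = 7.26e-08). They included SYNDIG1L (chromosome 14, 74425401 to 74426800, log2 fold change 0.72, SE 0.15, adjusted p = 0.00588), the potassium channel gene KCNMA1 (chromosome 10, 77635501 to 77639100, 0.65, SE 0.11, adjusted p = 0.00230), POMT1 (0.57), BACE2 (0.54) and the growth factor gene EGF (0.54), each higher in 6 of 6 pairs. Those that fell were wider, with a median of 4000 bp, and 1 of 66 held a promoter. An intergenic region on chromosome 18 (66117601 to 66120800) fell by 1.04 (SE 0.20) and one inside CADM2 (chromosome 3, 85575501 to 85579800) fell by 0.98 (SE 0.19). Per line, 6 regions fell in shDPPA2, 8 in shDPPA4 and 0 in shDPPA2+4 (2458 there at an unadjusted p under 0.05, 0 by DESeq2), and none rose or held a promoter. DESeq2 called 0 in shDPPA2 too, and leaving out any single library left 0 or 1 in shDPPA2, 2 to 14 in shDPPA4 and, without DOX replicate 1, 305 in shDPPA2+4. A region on chromosome 14 (29417401 to 29426400) fell in both, by 1.16 (SE 0.18) and 1.18 (SE 0.18). In shDPPA4 regions inside MAP4K3 (chromosome 2, 39407801 to 39413900) and EEF1G (chromosome 11, 62559201 to 62563600) fell by 2.91 (SE 0.25) and fell by 2.66 (SE 0.27), respectively. With the called length as an offset, or as density, 0 regions passed in shDPPA4 in edgeR (1828 and 1449 at an unadjusted p under 0.05), as by DESeq2 on the sums, so these calls rest on summed counts in edgeR. Without the replicate block 1 region remained past the threshold over 3 lines, and as read density per called base 15 did (4 higher, 11 lower). With relative ChIP totals, which moved the median of all regions by 0.12, 311 passed, 282 of them higher.

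**Figure D3:**
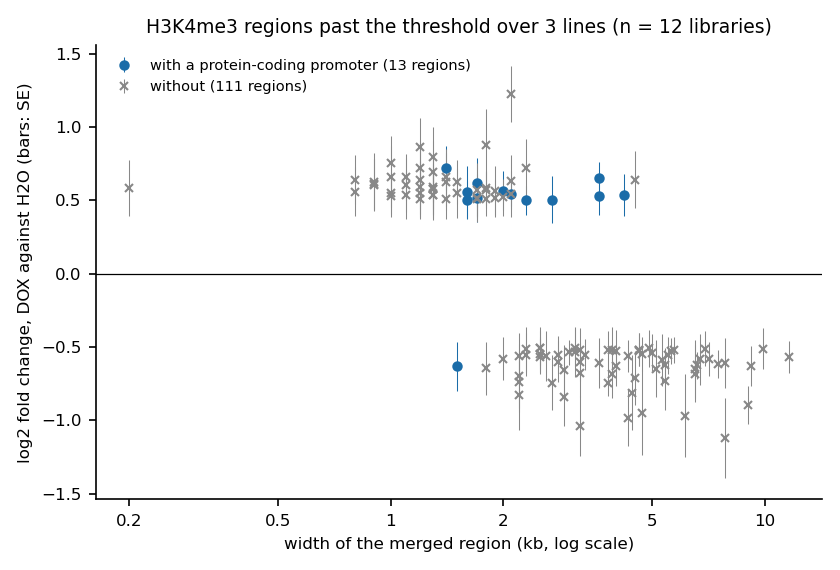
Log2 fold change with doxycycline against water (y axis, bars are SE) and width in kb (x axis, log scale) of the 124 H3K4me3 regions past the threshold over 3 lines (12 libraries). The 58 that rose are mostly narrow, the 66 that fell wider, and 13 hold a protein-coding promoter.

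At the genes the study shows, H3K4me3 differed little. DPPA2 had a log2 fold change of -0.11 (SE 0.03, adjusted p = 0.0392, lower in 6 of 6 pairs), DLX1 of -0.09 and CYP26A1 of 0.12, all under the fold threshold, and DPPA4 of -0.02. Camera called Wnt and axon guidance genes higher, and ribosomal and proteasome genes lower (adjusted p = 2.59e-05, 7.43e-05, 2.10e-22 and 0.0144), and no call held with an estimated correlation (adjusted p = 0.530, 0.530, 0.178 and 0.530 with an estimated correlation).

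H3K27me3, the mark of Polycomb repressive complex 2, also showed no region past the threshold in edgeR, with 0 of 14942 in each line and over 3 lines. At an unadjusted p under 0.05 there were 1479, 596, 1209 and 4168, and DESeq2 called 99, 2, 71 and 2064. Without replicate 1 edgeR called 4424 over 3 lines, and without shDPPA4 H2O replicate 1 alone 2612 over 3 lines and 306 in shDPPA4. Promoters lost or gained numbered 93 and 124, 29 and 97, and 46 and 134, below the split of replicate 1 against replicate 3 (up to 211, 270 and 261 on 1 side). The split that crosses the replicates gave up to 59, 171 and 72, which the changes in shDPPA2 and the gains in shDPPA2+4 exceeded. Regions of developmental genes were lower relative to other regions over 3 lines, with a median log2 fold change of -1.37 for 5 HOX regions, -0.58 for 81 of other developmental transcription factors, -0.57 for 27 of Wnt genes and -0.47 for 17 of axon guidance genes. Of the 81, 44 fell and 3 rose when adjusted over the list alone, as did 5 of 5 HOX, 11 of 27 Wnt and 6 of 17 axon guidance regions fall. Camera called these 4 lists (adjusted p = 6.65e-06, 4.30e-18, 3.03e-07 and 7.49e-04), and none held with an estimated correlation (adjusted p = 0.199 with an estimated correlation). Relative ChIP totals moved the median of all H3K27me3 regions by 0.68 and called 3886 higher and 9 lower. A shift of this size exceeds the medians of the developmental, Wnt and axon guidance lists, whose sign therefore rests on the scaling. It is smaller than the -1.37 of HOX genes. A shift common to all regions does not change how these lists lie relative to other regions. The libraries also differed in depth, which need not act alike on all regions. In replicate 3, peak reads with water were 2227464 (shDPPA2), 1085365 (shDPPA4) and 1748622 (shDPPA2+4), against 7295874, 10345651 and 5989134 with doxycycline. In shDPPA4 replicate 1 they were lower with doxycycline (7952247 against 10545826). Whether depth lowered these lists relative to other regions was not tested. The called length as an offset moved the median the other way, with most regions past the threshold.

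A-485 was used to ask whether loss of acetylation changes the Polycomb marks. H3K27ac disappeared from 1447 of 11649 promoters marked in both DMSO libraries, and none gained it. The largest losses were at ZNF703 (chromosome 8, TSS 37695782, 2782 to 0 bp, n = 2 and 2), ALX4 (from 2781.5 bp), GRIN2D, BCORL1, PAX9, NOTCH1 and CELSR1. Developmental transcription factors lost H3K27ac often, at 21 of 59 promoters such as ALX4, PAX9, LHX2 and LHX4 (35.6% against 12.3% of others, Fisher's exact test, adjusted p = 6.65e-05), as did axon guidance genes, at 13 of 32 such as EFNB3, PLXNB1 and SEMA7A (40.6%, adjusted p = 4.76e-04). Housekeeping promoters were seldom without it in both A-485 libraries, with 0 of 73 ribosomal protein genes lost (adjusted p = 6.10e-04), 0 of 54 of the proteasome list (adjusted p = 0.00584) and 1 of 58 replication genes (GINS2; adjusted p = 0.0275). In 1 of the A-485 libraries, though, the marked share of these lists was 93.2%, 83.3% and 81.7%, against means of 100%, 100% and 97.5% with DMSO. Other lists did not pass the test, with 10 of 44 Wnt genes lost (FZD9, NOTUM, WNT10B, VANGL1), 4 of 26 HOX, 4 of 45 immediate early, 3 of 36 Polycomb, 4 of 19 germline, 3 of 11 lung epithelial, 3 of 11 mesenchymal, 3 of 6 neuroendocrine (DLL3, ELAVL3, CHGB), 1 of 1 blood cell, 1 of 1 silent tissue and 0 of 1 olfactory receptor promoters. The list with DPPA2, DPPA4 and CYP26A1 lost it at 0 of 11 promoters. CYP26A1 went from 3001 bp to 0 bp in 1 A-485 library and 700.0 bp in the other.

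The A-485 library had the lower relative ChIP total in 2 of 2 replicate pairs, and the promoter losses were not tested at equal depth. In replicate 2 alone 1920 promoters lost and 30 gained H3K27ac. The libraries labelled H3K27ac DMSO replicate 4 and A-485 replicate 4 carry the input counts of the other treatment, and with these lists exchanged 3 promoters lost and 20 gained H3K27ac. In regions with a peak in all 4 libraries edgeR called 0 of 8967 (662 at an unadjusted p under 0.05) and DESeq2 11, all higher. The scaling in edgeR centres these regions (median log2 fold change -0.00806), so a fall common to all of them cannot show in this test. The study, which scaled on large bins of the whole genome, reported reduced H3K27ac across the genome. Relative ChIP totals, which moved the median of all regions by -1.47, called 7498 lower. The called length as an offset moved this median the other way, and most regions then passed the threshold. The summed reads in 1 of the named regions, at DLX1 (chromosome 2, 172082501 to 172091500), were 805.5 with DMSO and 260.5 with A-485 on average, and its scaled log2 fold change was 0.33 (SE 0.34).

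**Figure D4:**
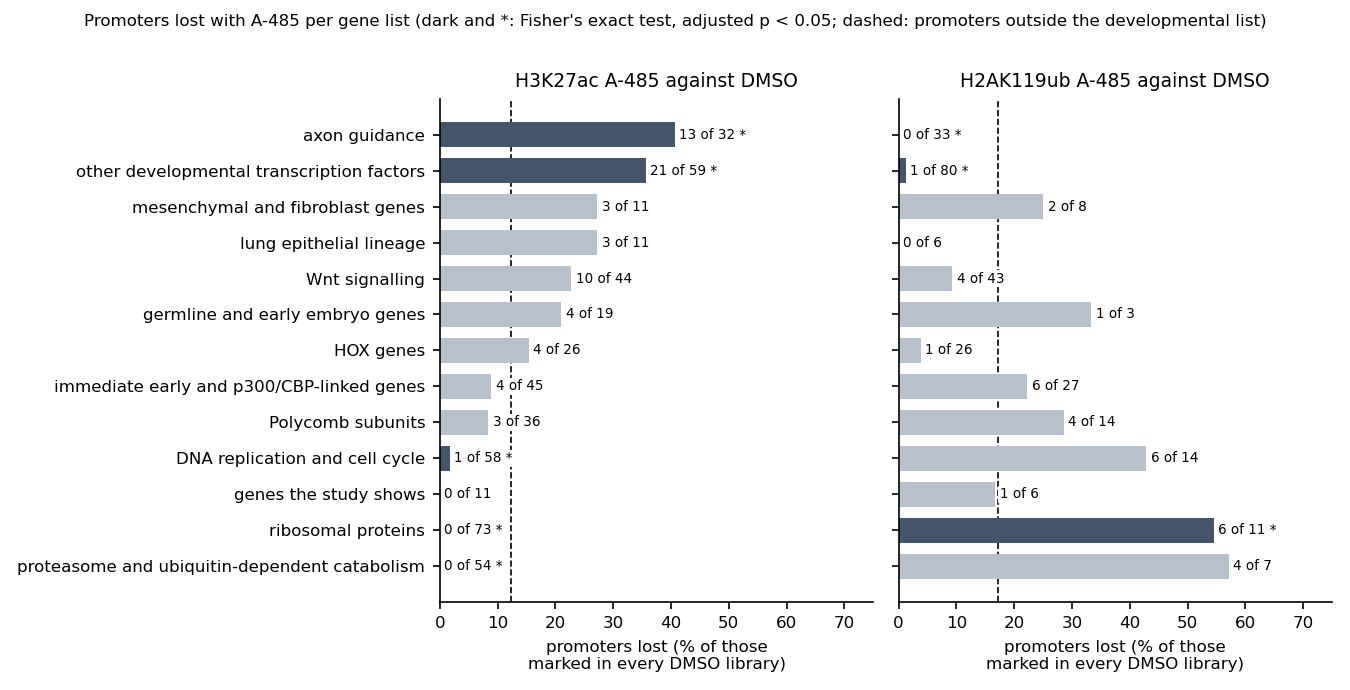
Percent of promoters marked in every DMSO library used (1 for H2AK119ub) that lost H3K27ac (left) or H2AK119ub (right) with A-485 (x axis), per gene list with at least 10 such promoters for H3K27ac, with lost and marked promoters beside each bar. The dashed line is the share among promoters outside the developmental list (12.3% and 17.3%). Developmental and axon guidance genes lose H3K27ac most often (35.6% and 40.6%) under the labels as given, and lose H2AK119ub at 1 of 80 and 0 of 33 promoters against DMSO replicate 4 alone.

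H2AK119ub with A-485 was compared without the library labelled H2AK119ub DMSO replicate 3, which left 1 DMSO and 2 A-485 libraries. On this basis 1343 promoters gained and 653 lost the mark. PAX9 (0 to 2901 bp), GPRIN2 (0 to 3001 bp), KCNK6 and SELENOV gained it, and ALDH3A2 (1950.0 to 0 bp), NIPBL and ORC2 lost it. Developmental transcription factors gained it at 26 promoters, such as PAX9, LHX5, ONECUT3 and TBX20, and lost it at 1 of 80, PAX6 (1.25% against 17.3%, adjusted p = 2.10e-04). Axon guidance genes gained it at 12 and lost it at 0 of 33 (adjusted p = 0.0281), and 6 of 11 marked ribosomal protein genes lost it (adjusted p = 0.0281). Of 4684 regions, 26 rose and 2 fell in edgeR, where the lone DMSO library was assumed to vary like the A-485 ones, so the calls lack replication in that arm. They included TMEM132E (chromosome 17, 34577001 to 34584000, log2 fold change 3.04, SE 0.65, adjusted p = 0.00714), VSTM2B (chromosome 19, 29514601 to 29541400, 1.30, SE 0.26, adjusted p = 0.00440), a region inside ZBP1 (chromosome 20, 57608301 to 57617700, 3.38, SE 0.53) and several inside ZNF536, and 12 of the 26 lay on chromosome 19. As labelled, with both DMSO libraries, 263 promoters were lost, 133 gained and 0 regions passed, so these changes rest on 1 DMSO library. With the main set of libraries the region calls were also lost under relative ChIP totals, with the called length as an offset and as density. DESeq2 called fewer regions than edgeR. Promoters set apart by the splits without a treatment contrast numbered up to 2214.

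No change of H3K27me3 with A-485 was detected. Of 760 promoters marked in all 3 DMSO libraries 4 lost it (TAAR9, CORO2B, CXCL13 and VWC2L), and 5 gained it (CYP3A4, NAT16, NRIP1, KCNAB1 and TAS2R1; n = 3 and 3). All but 1 of the other splits set apart more promoters, one of them 106. DMSO replicate 4 marked 845 promoters, against 3082 and 3146 in DMSO replicates 2 and 3, so this library limits the 760. With a replicate or library left out 19 to 154 promoters changed, where fewer samples must share a state. In 8822 regions edgeR called 0, with 267 at an unadjusted p under 0.05, and DESeq2 called 1. Camera called developmental transcription factors higher (58 regions, adjusted p = 5.22e-04), a call that did not hold with an estimated correlation (adjusted p = 0.674 with an estimated correlation).

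SUZ12, a subunit of Polycomb repressive complex 2 profiled in 1 DMSO library, marked 2447 promoters. Of these, 81.8% (Wilson 95% interval 80.2 to 83.3%) carried H3K27me3 in DMSO replicate 2, 83.1% in replicate 3 and 28.2% in replicate 4, against 6.16%, 6.34% and 0.877% of promoters without SUZ12. H2AK119ub marked 49.1% of them in DMSO replicate 4 (15.1% of others) and 91.0% in the library labelled replicate 3 (30.8% of others), and H3K27ac 16.8% in replicate 2 (64.7% of others) but 59.8% in the library labelled replicate 4 (75.5% of others). SUZ12 occupied 63.7% of developmental transcription factor promoters (Wilson 95% interval 55.9 to 70.8%), 44.8% of axon guidance, 42.9% of Wnt and 38.5% of HOX promoters, 0 of 60 replication and 2.74% of ribosomal protein promoters, and 2.50% of olfactory receptor promoters.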

Values the study reported

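The study reported 3182 regions with H3K4me3 and H2AK119ub that DPPA2/4 bound. Of these, 47.5% (1511) were depleted of H2AK119ub in shDPPA4 cells and 21.2% (676) in shDPPA2+4 cells. DPPA2/4 occupied 66.9% (3132 of 4684) of all H3K4me3 and H2AK119ub regions. After A-485, 786 genes went up and 1400 went down in RNA sequencing. Of the latter, 318 (22.7%) were linked to domains that lose H2AK119ub on depletion of DPPA2/4. With A-485 itself the study found H2AK119ub largely unchanged.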

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

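The tests of depth and background for H2AK119ub, of the exchange of lists and of depth for H3K27ac, and of splits and called length for H3K4me3 were chosen after the result was seen.

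H2AK119ub at H3K4me3-only promoters was lower with doxycycline in 5 of 6 pairs. Lower sequencing depth of the doxycycline libraries is argued against, since in 5 pairs the share was lower although the doxycycline library had the higher relative ChIP total. Promoters near the calling limit stay open, because the odds ratio of H3K4me3-only among lost promoters exceeded every split without a treatment contrast in 1 line, shDPPA2 (10.7 against 10.2), and not in shDPPA4 (3.98 against 8.64) or shDPPA2+4 (2.97 against 6.82), and in all 3 lines the highest split follows the replicate number. Weaker pull-down with more background in the doxycycline libraries stays open too, since the share of promoters with neither mark was lower in 2 and higher in 3 of the 5 pairs. The 3 rises were in replicate 3 (4.07, 5.03 and 7.52 points), where the mean change at H3K4me3-only promoters was -25.4 points. The 2 falls were in replicate 1 (-7.14 and -2.76 points), where that mean was -4.99 points. A difference between the inputs, 1 for each line and treatment, was not tested and stays open. An effect of the knockdown of DPPA2/4 or of doxycycline itself was not tested apart from these and remains open.

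H3K27ac was lost with A-485 at 1447 promoters. Promoters near the calling limit are consistent with it on the mean of the 2 DMSO libraries, where 8.47% of kept promoters had a covered length below the median of the lost ones (1355 against 2125.5 bp), but the libraries differ, with 2.00% in DMSO replicate 2 and 28.4% in the library labelled DMSO replicate 4, where the prediction was not met. Lower sequencing depth of the A-485 libraries goes with it too, since their relative ChIP total was the lower in 2 of 2 replicate pairs (0.592 against 0.782, and 0.976 against 1.56 as labelled). Reads in filtered peaks differed more than these totals, at 780375 against 2709073 in replicate 2 and 603895 against 5647079 in replicate 4 as labelled. In regions with a peak in every library, scaling by the totals called most of them lower. Depth also acts on which peaks are called, so its share in the loss was not tested. Lists of replicate 4 exchanged between treatments, under which 23 promoters changed, stay open, since the overlaps with replicate 2 follow the sizes of the lists and decide nothing (Jaccard index 0.161 with DMSO and 0.0848 with A-485 for the list labelled DMSO, 0.252 and 0.253 for the one labelled A-485), while replicate 2 alone, which an exchange leaves as it is, lost H3K27ac at 1920 promoters and gained it at 30. As labelled, replicate 4 marked 14729 promoters with DMSO and 7756 with A-485. This is the direction of replicate 2 (11778 and 9888), which an exchange would reverse. It rests on 1 pair of lists and does not decide the question. Inhibition of p300/CBP remains open and was not tested apart from these explanations.

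Over 3 lines 124 H3K4me3 regions passed the threshold. Chance is argued against, since of 40 splits of the 12 libraries only 1, the real one, gave as many, and the highest other gave 3 (55 among splits that part as many pairs), although the real count was 0 without replicate 2 and 279 without replicate 1. Longer called stretches in the doxycycline libraries go with the rises, of which 1 of 58 stayed past the threshold as read density. Their median log2 fold change was 0.58 by sum (median SE 0.17) and 0.24 as density. Of the 58, 57 were called over a longer stretch with doxycycline, as were 17069 of all 22060 tested regions. The median log2 length ratio was 0.43 for the rises and 0.076 for all tested regions. Shorter called stretches in the doxycycline libraries are consistent with the falls, of which 1 of 66 stayed, with medians of -0.59 (median SE 0.15) and -0.25. The doxycycline libraries held more H3K4me3 reads in filtered peaks in every pair. Whether this depth lengthened the called stretches was not tested and stays open. An effect of the knockdown or of doxycycline on the width of these regions remains open and was not tested.

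For the other region tests of at least 3 libraries per group the real count was 0, which every split reaches, so the splits decide nothing about chance. Over 3 lines H2AK119ub had 0 regions in edgeR (1382 at an unadjusted p under 0.05, 418 by DESeq2), against 343 in the highest other of 100 splits, with 100 as large. H3K27me3 had 0 (4168 at an unadjusted p under 0.05, 2064 by DESeq2), against 0 in the highest other of the 50 splits drawn, with 50 as large, a maximum that depends on the draw. Of the 32 splits that part all 6 pairs, the one that exchanges the treatments of shDPPA4 replicate 1 gave 1368 H3K27me3 regions, and the real split without the H2O or DOX library of that pair gave 2612 and 1205. The cause was not tested. For H3K27me3 with A-485 the 10 splits are too few for a share under 0.05, with 0 in the real split and 2045 in the highest other.

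The effect of doxycycline on H3K4me3 differed between lines in a pair of regions inside genes. At MAP4K3 (chromosome 2, 39407801 to 39413900) the log2 fold change in shDPPA4 was lower than in shDPPA2, with a difference of -2.81 (SE 0.33, adjusted p = 0.00707), and that in shDPPA2+4 was higher than in shDPPA4 by 2.41 (SE 0.32, adjusted p = 0.0395). At EEF1G (chromosome 11, 62559201 to 62563600) the difference between shDPPA4 and shDPPA2 was -2.44 (SE 0.35, adjusted p = 0.0445). These are summed counts, and with the called length as an offset or as density 0 regions passed in shDPPA4 in edgeR, while the differences themselves were not refitted so. The library labelled H2AK119ub DMSO replicate 3, left out of the main H2AK119ub comparison with A-485 and used only in the one as labelled, marked 38.2% of promoters. In the input column, the library labelled H3K27ac A-485 replicate 4 carried the input counts of the DMSO lists at 188 of 188 shared peak borders, and the library labelled H3K27ac DMSO replicate 4 those of the A-485 lists at 748 of 748.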

How the results depend on the processing

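Single libraries left out, the called length with scaling on densities, and the exchange of the H3K27ac lists were chosen after seeing the data. Of 378 alternatives to 60 results 203 gave the same outcome, 165 moved, 4 were stronger, 2 weaker and 4 reversed; unless a reason is given, the cause was not tested. With the stricter peak filter, the difference with doxycycline was -1704 promoters marked by H2AK119ub (exact p = 0.0312) and -74.0 by H3K27me3 (reversed, exact p = 0.531), -12.3 points in the share of H3K4me3-only promoters (exact p = 0.0312) and -11.0 in the read share (exact p = 0.0312). Promoters that lost H2AK119ub then numbered 1349, 1453 and 1029 in shDPPA2, shDPPA4 and shDPPA2+4, those that gained it 218 in shDPPA4 and 493 in shDPPA2+4, those that changed H3K4me3 72, 71 and 58, those that changed H3K27me3 407, 369 and 339, and with A-485 67. With 100 bp of coverage the share differed by -15.1 points (exact p = 0.0312). With 1500 bp, H2AK119ub was lost at 183 promoters in shDPPA2 and gained at 10 in shDPPA4 and 40 in shDPPA2+4, H3K4me3 changed at 91, 105 and 75, H3K27me3 at 66 in shDPPA4, and with A-485 H3K27ac changed at 3577, H2AK119ub at 405 and H3K27me3 at 0. With all peaks as deposited, H2AK119ub was lost at 174, 491 and 238 and gained at 96 in shDPPA2+4, and the regions past the threshold were 31 for H2AK119ub and 3 for H3K27me3 over 3 lines, 1, 0 and 1 for H3K4me3 per line, and 2 for H3K27ac and 13 for H2AK119ub with A-485. With the H3K27ac lists of replicate 4 exchanged 23 promoters changed, and with all libraries as labelled H2AK119ub changed with A-485 at 396 promoters and 0 regions. Relative ChIP totals gave 8, 9 and 1 H2AK119ub regions per line, where they moved the median by -0.69 in shDPPA4 and -0.36 in shDPPA2+4, 105, 3 and 40 H3K4me3 regions per line and 311 over 3 lines, 3895 for H3K27me3 over 3 lines, 7498 for H3K27ac and 0 for H2AK119ub with A-485 (median moved by 0.85). The called length as an offset gave 0 (shDPPA4) and 1 (shDPPA2+4) H3K4me3 regions, 12606 for H3K27me3 over 3 lines (median moved by -0.85), 7953 for H3K27ac (0.94) and 0 for H2AK119ub with A-485 (-0.24). As density with its own scaling these were 2 (shDPPA2) and 5 (over 3 lines) for H2AK119ub, 0 (shDPPA4), 2 (shDPPA2+4) and 15 (over 3 lines) for H3K4me3, 1 for H3K27me3 over 3 lines and 0 for H2AK119ub with A-485. DESeq2 called 295, 23, 5 and 418 H2AK119ub regions, 0, 0 and 59 H3K4me3 regions (shDPPA2, shDPPA4, over 3 lines), 99, 2, 71 and 2064 H3K27me3 regions, and 11, 4 and 1 with A-485 (H3K27ac, H2AK119ub, H3K27me3). Each line fitted alone gave 132 H2AK119ub regions in shDPPA2, 217, 220 and 5 for H3K4me3, and 1 (shDPPA4) and 285 (shDPPA2+4) for H3K27me3. Without the replicate block H3K4me3 had 0 (shDPPA2), 1 (shDPPA4) and 1 (over 3 lines). With an estimated correlation all 13 counts of lists called by camera, 1 to 7 with the preset one, were 0. Leaving out each replicate or library in turn gave these ranges. The difference in marked promoters lay between -2573 and -681 for H2AK119ub, 53.3 and 93.3 for H3K4me3 (too few pairs for the test) and -37 and 458 for H3K27me3, that in the H3K4me3-only share between -24.7 and -5.00 points and in the read share between -18.1 and -2.55. Losses of H2AK119ub ran from 1360 to 5110, 3137 to 3441 and 1994 to 2380 per line, gains from 827 to 2261, 884 to 1055 and 1302 to 1330, where fewer samples must share a state, and odds ratios from 3.85 to 7.19, 0.861 to 5.81 and 0.808 to 4.40; the lowest of the last 2 and the -37 are without replicate 3 and reversed, as are 1360 lost against 2261 gained in shDPPA2. Changed promoters ran from 155 to 211, 172 to 180 and 173 to 187 for H3K4me3, 870 to 1114, 859 to 1370 and 866 to 1027 for H3K27me3, and with A-485 1530 to 7027 for H3K27ac, 3731 to 4452 for H2AK119ub and 19 to 154 for H3K27me3. H2AK119ub regions over 3 lines ran from 0 to 2205 (without replicate 1), with 17 and 16 without the H2O and DOX replicate 1 of shDPPA4, and 113 and 2 without those of shDPPA2+4, and per line from 0 to 79 (without shDPPA2 DOX replicate 1), 0 to 2 (without shDPPA4 DOX replicate 1) and 0 to 0. H3K4me3 regions over 3 lines ran from 0 (without replicate 2) to 279 (without replicate 1), with 75 without shDPPA2 H2O replicate 2 or DOX replicate 1, 81 without shDPPA2+4 H2O replicate 2, and 269 and 66 without shDPPA2+4 DOX replicate 1 and 2. Per line they ran from 0 to 1 (1 without shDPPA2 DOX replicate 1, 0 without any other of its libraries), 2 to 14 (2, 3, 5 and 14 without shDPPA4 H2O replicate 1, 2, DOX replicate 1, 2) and 0 to 305 (without shDPPA2+4 DOX replicate 1). H3K27me3 regions over 3 lines ran from 0 to 4424 (without replicate 1), with 2612 and 1205 without shDPPA4 H2O and DOX replicate 1 and 1 without shDPPA2+4 H2O replicate 1, and per line from 0 to 0, 0 to 306 (without shDPPA4 H2O replicate 1) and 0 to 0. With A-485 they ran from 0 to 187 for H3K27ac (without DMSO replicate 2, and 2 without DMSO replicate 4) and 0 to 1 for H3K27me3. A lone library of an arm was assumed to vary like the others. Not run for lack of residual degrees of freedom were the region tests within 1 line, or of H3K27ac, without a replicate number, and of H2AK119ub with A-485 without a library. The filter on low counts removed no region, and an exchange between targets had no partner.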

Other observations

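The test given here was planned before its result was seen. A hypothesis was that H2AK119ub appears where H3K27ac is lost with A-485. Without the library labelled H2AK119ub DMSO replicate 3, promoters that lost H3K27ac gained H2AK119ub in 146 of 1010 cases (14.5%) and those that kept it in 398 of 5707 (6.97%), an odds ratio of 2.25 (Fisher's exact test, two-sided, p = 1.08e-13), with SELENOV, PAX9, ACP7, DLL3 and NCCRP1 among the former. With all libraries as labelled, the shares were 1.22% (7 of 572) and 1.54% (68 of 4403), an odds ratio of 0.790 (Fisher's exact test, p = 0.715). The prediction asked for an odds ratio above 1 in both comparisons and was not met, and the value under 1 lies within counting error, so the hypothesis stays open. It also takes on the doubts about the labels and the depth of the H3K27ac libraries.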
